A study of Mus musculus with 9 samples. Its data were reported in "Single-nucleus ribonucleic acid-sequencing and spatial transcriptomics reveal the cardioprotection of Shexiang Baoxin Pill (SBP) in mice with myocardial ischemia-reperfusion injury" (2023).

How the data were processed

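Hearts from 9 mice were profiled by single-nucleus RNA sequencing (sNuc-seq), in which a droplet gives every nucleus a barcode and every captured transcript a unique molecular identifier (UMI). The GEO labels placed 3 mice in each of 3 groups. Sham mice received vehicle by gavage for 7 days and then an operation without ligation. I/R mice received vehicle for 7 days, followed by 30 min of coronary ischemia and 24 h of reperfusion. SBP mice received Shexiang Baoxin Pill, named MUSKARDIA in the labels, for 7 days before the same ischemia and reperfusion. Replicate numbers were taken from the sample titles.

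Per the study's methods, the authors filtered reads with fastp, counted UMIs with CellRanger against the mouse genome mm10 and down-sampled the samples to a similar number of reads per cell. They kept nuclei with over 200 genes and a mitochondrial share below 10%, dropped mitochondrial genes and normalized with Seurat. The values the authors deposited are natural log values per nucleus and gene, ln(1 + 10000 × UMIs of the gene / total UMIs of the nucleus). After the log was undone, the values of a nucleus summed to between 9999.5 and 10000.5. Each table held 23747 genes and no mitochondrial gene. The smallest value of a nucleus was taken as 1 UMI, which recovered UMI numbers. At least 99.99942% of the values in every sample came out within 0.1 UMI of a whole number. The main test, the marker genes of each cell type, the gene lists other than the divided clock list, and the rule for naming genes were fixed before the data were examined. That test was a quasi-likelihood test for counts. The deposited unit was a natural log and not a count, and limma on the log2 scale was used in its place, for genes and for cell type shares. A test of the recovered UMIs as counts would have been possible and was not run. The authors named DESeq2 for their own comparison.

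All 49171 nuclei had over 200 genes, with a minimum of 405, so the study's filter on genes removed none. Doublets were scored per sample with the Scrublet method in Scanpy. Its automatic threshold marked 84 nuclei (0.171%). By a set rule, a caller that marks under 0.5% of the nuclei was taken not to have worked. These 84 nuclei were removed after clustering, before nuclei were counted or summed, and no others were removed as doublets. The thresholds lay below 34.1% to 54% of the simulated doublets of a sample, so few doublets in the deposited nuclei could give the same low number. Whether the caller failed or doublets were few was not settled. One alternative kept the 84 nuclei, and another removed the 2168 highest-scoring nuclei (4.41%), the number expected at 0.8% doublets per 1000 nuclei. The study's methods describe no doublet step. Nuclei were clustered on 2000 variable genes, 30 principal components and 20 nearest neighbours with the Leiden method (resolution 0.3). Clusters were named from the marker genes, where at least 3 markers were detected in over 10% of the nuclei of the cluster. The names stand for nuclei that resemble the type, so that cardiomyocytes are cardiomyocyte-like nuclei. Endothelial nuclei were clustered again with 20 principal components (resolution 0.2). Because cell types were rebuilt here, differences from the study may come from the names, above all for subclusters. For the main types, the runs of barcodes described under other observations argue against this, as far as they follow the authors' types. There, 99.41% of the nuclei had the main cell type of their run.

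The log2 of (nuclei of a type + 0.5) over all nuclei of a sample was tested with limma over all 9 samples, with Benjamini-Hochberg adjustment over the types within a contrast. A two-sided exact permutation test of the shares is given beside it. With 3 samples against 3 it cannot go below 0.1. Ro/e is the ratio of observed to expected nuclei. For gene expression, recovered UMIs were summed per sample and cell type, scaled with trimmed mean of M values (TMM) factors and expressed as log2(CPM + 1), where CPM is the number of UMIs scaled to a common library size. Fold changes are on this scale, which understates the change of low genes. Genes needed at least the CPM of 10 UMIs in a median library in 3 or more samples and a total of 15 UMIs. A sample needed 20 nuclei of a type to enter its fit. limma with a trend and robust variances was fitted to the 9 samples of a type with 3 groups. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change over 0.25, which are the study's thresholds. On counts simulated for I/R against sham with 200 genes changed by a log2 fold change of 2, the test recovered between 97.5% (of 10467 genes tested, myeloid) and 99% (of 12455 genes tested, cardiomyocyte) of the changed genes. Genes were drawn independently of each other, so this checks the computation and does not show which changes between mice would be called.

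Genes were named by a rule. In cardiomyocytes, endothelial cells, fibroblasts and myeloid cells it took the 3 called genes with the largest change in each direction. These came from genes with a mean of at least 10 CPM and groups that did not overlap. The rule was applied to I/R against sham and SBP against I/R, and no gene was named for SBP against sham. A fixed set of genes named by the study was added for both of the contrasts to which the rule was applied. Gene lists were tested with fry, a rotation test in limma, and with camera as the alternative. The glucocorticoid list held 15 genes that respond to glucocorticoids. The clock list held 14 genes of the circadian clock. Its output genes (Dbp, Tef, Hlf, Nr1d1, Nr1d2, Ciart, Per2 and Per3) and its activators (Arntl, Npas2 and Clock) were separated after the data had been seen. The fry adjusted p of the glucocorticoid and clock lists came from another set of tests than that of the outputs, the activators and the clock list without Per1. An adjusted p of the former cannot be set against that of the latter. Genes that the main text of the study names for SBP against I/R formed a list for each cell type, and genes the study names elsewhere were not used here. Whether genes called for I/R moved back in SBP was set against 100 draws in which SBP had the means of I/R, once from simulated counts and once from resampled deviations of the samples, since both contrasts share the I/R samples.

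Alternatives were size factors from the median of ratios (RLE), no filter on low genes, only the 6 samples compared, a replicate block, leaving out each sample in turn, adjusted p alone, both treatments of doublets, cell types from marker scores, nuclei with over 500 genes, sums thinned to the lowest sample, pseudocounts of 0.5 and 5 CPM, means per nucleus, 10 principal components, TMM over the types, and the logit or arcsine of the shares. Gene positions are from the GENCODE annotation of mm10. The study's methods do not state that counting used the strand, so genes that overlap on opposite strands are uncertain. These include Actc1, Arntl, Bank1, Ciart, Dbp, Fkbp5, Gm6093, Kcnip1, Mhrt, Myh7, Npr3, Nr1d1, Ptchd1, Tnc and Tuba4a. Spatial data were not analysed here. Computations used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, Scanpy 1.11.5, leidenalg 0.10.2, igraph 0.11.9, Matplotlib 3.10.9, R 4.3.3, limma 3.58.1 and statmod 1.5.0.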

Results

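Single-nucleus RNA sequencing (sNuc-seq) was applied to hearts from sham, I/R and SBP mice (3 mice per group) to ask how ischemia-reperfusion (I/R) changed the cells of the heart and how pre-treatment with Shexiang Baoxin Pill (SBP), a traditional Chinese medicine, altered that change. The 9 samples held 49171 nuclei and 135423853 UMIs. The number of nuclei per sample ranged from 4576 to 6418, total UMIs from 10329520 to 18205985, and the median per nucleus from 1540 to 2031 UMIs. Clustering gave 14 clusters. These were named, before 84 marked doublets were removed, as fibroblasts, cardiomyocytes, endothelial cells (13477 nuclei), myeloid cells, T cells, B cells, smooth muscle cells with pericytes, and Schwann cells. Stress and immune genes led some of them. Tnc led 1 fibroblast cluster of 1720 nuclei, Gpnmb and Arg1 were among the leading genes of the myeloid cluster of 4655 nuclei, and Flt3 and Top2a of the myeloid cluster of 726 nuclei.

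The composition of the heart was compared first. In I/R, myeloid cells made up 27.1% ± 8.81 (SD, n = 3) of the nuclei, against 11.5% ± 2.97 (SD, n = 3) in sham (log2 ratio 1.21, limma adjusted p 0.0368, exact permutation p 0.1). B cells fell from 1.22% ± 0.324 to 0.298% ± 0.218 (log2 ratio −2.21, limma adjusted p 0.0117). Cardiomyocytes fell from 26.7% ± 2.47 to 18.9% ± 2.68 (log2 ratio −0.50, limma adjusted p 0.0385), and Schwann cells from 0.357% ± 0.119 to 0.158% ± 0.0303 (log2 ratio −1.09, limma adjusted p 0.034). In these 4 types the 3 I/R samples did not overlap the 3 sham samples, and the exact permutation p was 0.1, the smallest the design allows. Leaving out single samples changed these calls. The cardiomyocyte call was lost without each of 8 samples, all but I/R replicate 3, with an adjusted p of up to 0.139 (without I/R replicate 2). Without the sample that moved it most, the other calls were lost too: the adjusted p was 0.132 for myeloid cells and 0.132 for Schwann cells without sham replicate 1, and 0.0506 for B cells without sham replicate 3. Over all alternatives the limma adjusted p ranged from 0.00711 to 0.415 for cardiomyocytes, from 0.0104 to 0.132 for myeloid cells, from 0.0108 to 0.492 for Schwann cells and from 0.000364 to 0.261 for B cells. Endothelial cells (29.8% ± 3.51 in sham, 24.7% ± 3.89 in I/R), fibroblasts (28.1% ± 3.64 and 26.8% ± 3.75), T cells (1.71% ± 0.337 and 1.64% ± 1.37) and smooth muscle cells with pericytes (0.596% ± 0.183 and 0.307% ± 0.235) did not differ beyond the spread between mice.

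No cell type share differed between SBP and I/R. The smallest limma adjusted p was 0.398, and 0 of the 8 types had an unadjusted p under 0.05. The exception among the alternatives was B cells, whose adjusted p was 0.0139 without I/R replicate 1 (range 0.0139 to 0.755). Myeloid cells made up 18.2% ± 8.74 of SBP nuclei, with samples from 12.9% to 28.3%, and their log2 ratio to I/R was −0.62 (SE 0.39, exact permutation p 0.3). Endothelial cells made up 28.2% ± 5.19 (log2 ratio 0.18, exact permutation p 0.4), fibroblasts 32.2% ± 5.44 (0.26, p 0.3) and cardiomyocytes 19.1% ± 0.468 (0.02, p 0.9). Mean Ro/e of myeloid cells was 0.592 in sham, 1.39 in I/R and 0.936 in SBP. Against sham, no type passed in SBP either (smallest limma adjusted p 0.126), although cardiomyocytes and B cells were lower in all 3 SBP samples than in any sham sample.

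**Figure D1:**
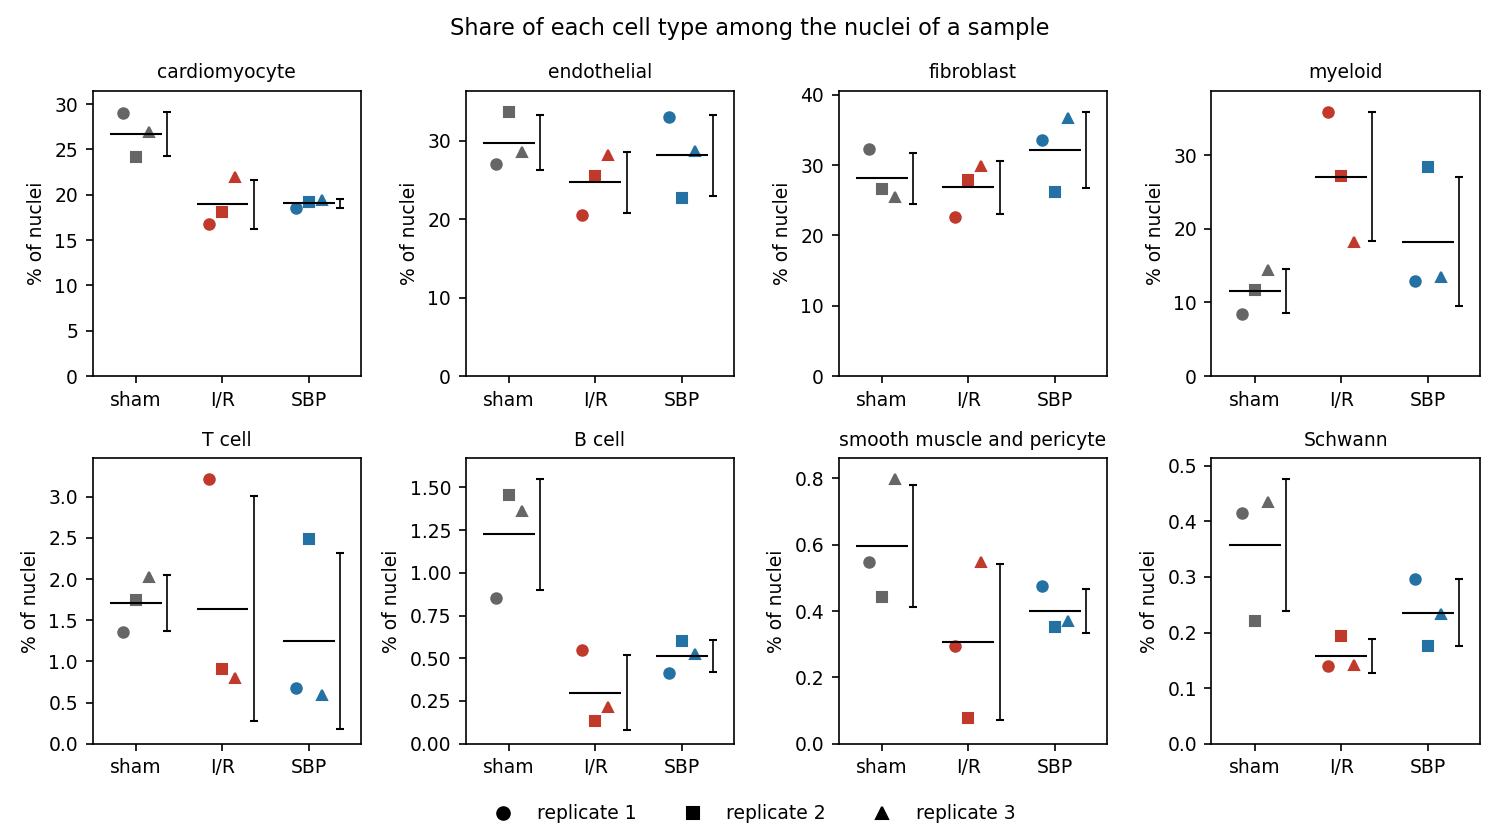
Share of each cell type among the nuclei of a sample (y axis, % of nuclei) in sham, I/R and SBP (x axis), with 1 point per mouse, a line at the group mean and a bar of 1 SD. Myeloid shares of the I/R samples lie between 18.3% and 35.9%, above those of the sham samples (8.5% to 14.4%), and the SBP samples lie between 12.9% and 28.3%.

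Within the endothelium, capillary nuclei were 53.8% ± 9.21 of endothelial nuclei in sham, 57.1% ± 5.7 in I/R and 50.9% ± 3.94 in SBP. Endocardial nuclei were 26.4% ± 9.38, 26.4% ± 6.46 and 30.8% ± 6.38. Neither differed between SBP and I/R (log2 ratios −0.16 and 0.23, limma adjusted p 0.839 for both), and arterial and lymphatic shares did not differ in any contrast. The unnamed subclusters fell from 8.19% ± 2.6 in sham to 3.26% ± 0.654 in I/R (log2 ratio −1.29, limma adjusted p 0.000397) and were called under every alternative run. The larger of them, with 533 nuclei, was led by the cardiomyocyte transcripts Actc1, Pgam2 and Tnnc1.

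Gene expression was then compared per cell type on summed UMIs. Such sums do not separate a changed mix of clusters within a type from changed expression within its nuclei. Between I/R and sham, limma called 104 of 12899 genes in cardiomyocytes (82 higher, 22 lower), 384 of 12217 in endothelial cells (220 higher, 164 lower), 1499 of 13062 in fibroblasts (904 higher, 595 lower) and 1937 of 10906 in myeloid cells (1109 higher, 828 lower). The cardiomyocyte number depended most on single samples: it was 784 without I/R replicate 1 and 18 without sham replicate 3. It ranged from 66 (without sham replicate 2) to 631 (without I/R replicate 3) in endothelial cells, from 805 (without sham replicate 3) to 1693 (without I/R replicate 3) in fibroblasts and from 1238 (without I/R replicate 2) to 1914 (without SBP replicate 1) in myeloid cells. Of the 784 cardiomyocyte genes called without I/R replicate 1, 47.4% were higher in I/R, against 78.8% of the 104.

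In cardiomyocytes the largest increases in I/R were those of Spp1, Pdk4 and Lgals3. Pdk4 (chromosome 6, 5483351 to 5496309) rose from 152 ± 114 CPM (SD, n = 3) in sham to 1410 ± 441 in I/R (log2 fold change 3.41, SE 0.56, limma adjusted p 0.0266). Lgals3 (chromosome 14, 47367751 to 47386160) rose from 0.648 ± 0.244 to 16.3 ± 9.4 CPM (3.27, SE 0.44, limma adjusted p 0.00773). Spp1 (chromosome 5, 104435118 to 104441050) had 1 UMI in sham and 1421 in I/R, a ratio of 1570 with a counting interval (95%) of 282 to 62100. Such a ratio pools the mice, and its interval covers counting error only. Per mouse Spp1 was 0.063 ± 0.109 CPM in sham and 70.8 ± 90.9 in I/R, an SD above the mean, and without I/R replicate 1 the ratio was 444. Dbp (chromosome 7, 45705088 to 45710203) fell from 81.4 ± 34.7 to 6.63 ± 0.932 CPM (−3.36, SE 0.49, limma adjusted p 0.0149), Ciart from 31.3 ± 12.3 to 4 ± 3.93 CPM (−2.89) and Ces1d from 221 ± 32.3 to 58.8 ± 27.3 CPM (−2). Dbp overlaps Sphk2 on the other strand. Each of these 6 genes lost its call when some single samples were left out. Without sham replicate 3 the adjusted p was 0.116 for Spp1, 0.125 for Pdk4, 0.0536 for Lgals3, 0.162 for Ciart and 0.151 for Ces1d, and without I/R replicate 2 it was 0.0603 for Dbp. Over all alternatives the lowest values were 0.00416, 0.0111, 0.00356, 0.00508, 0.00463 and 0.000979. An I/R nucleus held 0.436 Spp1 UMIs among cardiomyocytes, 0.443 among endothelial cells and 0.445 among fibroblasts, against 0.942 among myeloid cells. For Lgals3 the values were 0.101, 0.114, 0.115 and 0.792.

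In endothelial cells Spp1 had 3 UMIs in sham and 1801 in I/R (ratio 602, counting interval 206 to 2920). Chil3 (chromosome 3, 106147554 to 106167564) had 2 and 308 UMIs (ratio 154, interval 42.8 to 1280), and Arg1 (chromosome 10, 24915221 to 24927484) had 1 and 242 (ratio 243, interval 43.6 to 9590). Per mouse the sham and I/R values were 0.432 ± 0.121 and 263 ± 328 CPM for Spp1, 0.294 ± 0.282 and 42.3 ± 35.6 for Chil3 and 0.138 ± 0.239 and 33.8 ± 29.3 for Arg1. The highest I/R sample for Spp1 was I/R replicate 1 (640 CPM, against 42.1 and 107), without which its ratio was 189. Without I/R replicate 2 the ratios were 89.5 for Chil3 and 128 for Arg1. All 3 were called by limma (adjusted p 0.00826, 0.00433 and 0.00171) and kept their calls under every alternative, with adjusted p up to 0.0401, 0.031 and 0.0128. Arg1 UMIs per I/R nucleus were 0.0586 in endothelial cells, 0.0519 in cardiomyocytes, 0.0604 in fibroblasts and 0.873 in myeloid cells. Dbp fell from 84.9 ± 29.2 to 7.47 ± 7.55 CPM (log2 fold change −3.65, SE 0.53, limma adjusted p 0.00847). Bank1, a marker of B cells, fell from 34.8 ± 11.9 to 7.79 ± 7.46 CPM (−2.30, limma adjusted p 0.0287), and its adjusted p was 0.117 without sham replicate 2 (range over the alternatives 0.0012 to 0.117). Tuba4a, one of the genes leading the unnamed endothelial subcluster with cardiomyocyte transcripts, fell from 79.3 ± 16 to 18.2 ± 8.68 CPM (−2.16, limma adjusted p 0.017), and its adjusted p was 0.0787 without sham replicate 2 (range 0.0095 to 0.0787). Tuba4a overlaps Stk16 on the other strand.

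In fibroblasts Tnc (chromosome 4, 63959785 to 64047015) rose from 3.42 ± 1.86 CPM in sham to 433 ± 104 in I/R (log2 fold change 6.68, SE 0.32, limma adjusted p 2.67e-06) and also led a fibroblast cluster. Spp1 had 0 UMIs in sham and 1987 in I/R (162 ± 177 CPM), at least 443-fold higher against a floor of 3 UMIs over the group. Without I/R replicate 1 this bound was 163, and without sham replicate 3 it was 281. The long non-coding RNA Gm6093 (chromosome 13, 33562486 to 33569317) had 0 and 1088 UMIs (93.5 ± 25.3 CPM in I/R), at least 242-fold higher (154 without sham replicate 3), and overlaps 2 other annotated genes on the other strand. Postn rose from 38.6 ± 21.9 to 330 ± 217 CPM (3.00, SE 0.51, limma adjusted p 0.00582), while Acta2 did not differ (9.18 ± 2.04 and 15.4 ± 10.7 CPM, limma adjusted p 0.491). Dbp fell from 122 ± 46.5 to 8.21 ± 5.2 CPM (−3.82, SE 0.41, limma adjusted p 0.000366), Nr1d1 from 146 ± 36.9 to 24.7 ± 27.3 CPM (−3.32, SE 0.89, limma adjusted p 0.0465) and Kcnip1 from 189 ± 45 to 27.6 ± 16.4 CPM (−2.92). Nr1d1, which overlaps Thra on the other strand, lost its call under 14 of 21 alternatives (adjusted p 0.0119 to 0.129, and 0.109 without I/R replicate 2).

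In myeloid cells Arg1 had 0 UMIs in sham and 3727 in I/R (416 ± 288 CPM), at least 395-fold higher (240 without I/R replicate 2, 223 without sham replicate 3). Gpnmb had 1 and 5513 UMIs (ratio 1750, counting interval 314 to 69200), and Spp1 had 1 and 5576 (ratio 1770, interval 318 to 70000). Per mouse the sham value was 0.286 ± 0.495 CPM for both, and the I/R value was 460 ± 415 CPM for Gpnmb and 447 ± 469 for Spp1. Without I/R replicate 1 the ratios were 692 and 541. Arg1 and Gpnmb were also among the leading genes of a myeloid cluster. The myeloid sums pool several clusters, among them those led by Gpnmb, Cd163 or Flt3. Shares of these clusters were not compared between groups. The rises and falls given here may therefore reflect their mix and not a change within nuclei of the same kind. Mmp13 fell from 36.8 ± 13.8 to 1.96 ± 1.13 CPM (log2 fold change −3.69, SE 0.46, limma adjusted p 0.000284), Ptchd1 from 52.4 ± 19.6 to 4.49 ± 2.12 CPM (−3.29, SE 0.35, limma adjusted p 0.000121) and Ighm from 142 ± 35.6 to 17.1 ± 15.6 CPM (−3.52, SE 0.75, limma adjusted p 0.0139). Ighm is among the leading genes of the B cell cluster, and the adjusted p of Ighm was 0.0544 without sham replicate 2 (range 0.000874 to 0.0544). Cd163 did not differ (878 ± 358 and 629 ± 377 CPM, limma adjusted p 0.502).

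Between SBP and I/R, the comparison that bears on the effect of the drug, limma called 0 genes in each of these 4 cell types. At an unadjusted p under 0.05 there were 272 genes in cardiomyocytes (2.11% of those tested), 624 in endothelial cells (5.11%), 457 in fibroblasts (3.5%) and 418 in myeloid cells (3.83%), and the smallest adjusted p was 1, 0.636, 0.489 and 0.263. The 3 SBP samples did not overlap the 3 I/R samples for 5.6%, 9.5%, 8.4% and 9% of the genes, where chance gives 10%. Over the alternatives the number of calls was at most 1 in cardiomyocytes (without I/R replicate 2), 4 in endothelial cells (without I/R replicate 3), 1 in fibroblasts and 11 in myeloid cells (without I/R replicate 1). The median absolute log2 fold change was 0.13, 0.15, 0.14 and 0.16 (median SE 0.24, 0.22, 0.23 and 0.25). Large changes were not called either: Dbp, of the clock list, had a log2 fold change of 2.62 in endothelial cells (SE 0.53, limma adjusted p 0.955) and 2.54 in fibroblasts (SE 0.41, limma adjusted p 0.579), in both without overlap of the samples.

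None of the genes that the study names for the drug and that were fixed beforehand passed adjustment over all genes between SBP and I/R. The SBP samples did not overlap the I/R samples for Myh7, Actc1 and Zbtb16 in cardiomyocytes, Npr3 in endothelial cells, and Myh7 in endothelial cells, fibroblasts and myeloid cells (log2 fold change 3.17, 3.32 and 3.29). Myh7 (chromosome 14, 54970684 to 54994626) in cardiomyocytes was 217 ± 129 CPM in sham, 498 ± 659 in I/R and 2020 ± 356 in SBP (SBP against I/R, log2 fold change 2.95, SE 0.81, unadjusted limma p 0.00451, adjusted p 1). Without I/R replicate 2 its adjusted p was 0.0351, and over the alternatives it ranged from 0.0351 to 1. Mhrt, which overlaps Myh7 on the other strand, was 1170 ± 39.6, 658 ± 482 and 225 ± 66.1 CPM (log2 fold change −1.16, limma adjusted p 1). Actc1 was 177 ± 85.9 CPM in I/R and 339 ± 44.6 in SBP (1.04, limma adjusted p 1), Nppb 74.1 ± 35.5 and 110 ± 20 (0.66), Ankrd1 1010 ± 783 and 1180 ± 723 (0.34), Pdk4 1410 ± 441 and 835 ± 620 (−0.95), Fkbp5 145 ± 79.7 and 57.8 ± 20.9 (−1.17) and Zbtb16 1630 ± 149 and 947 ± 260 CPM (−0.81). In endothelial cells Npr3, a marker of the endocardium, was 716 ± 22.9 and 885 ± 77.9 CPM (0.30, limma adjusted p 0.99). Postn and Acta2 in fibroblasts, and Spp1 and Cd163 in myeloid cells, changed by −0.05, −0.22, −0.08 and 0.00 on the log2 scale.

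Against sham, SBP samples had 17 called genes in cardiomyocytes, 244 in endothelial cells (75 higher, 169 lower), 781 in fibroblasts and 1380 in myeloid cells. With only the 6 samples of sham and SBP in the fit, the cardiomyocyte number was 411, and leaving out I/R replicate 1 gave 286, while leaving out sham replicate 1 gave 0. The number fell to 51 in endothelial cells without sham replicate 3, and to 374 in fibroblasts and 591 in myeloid cells without SBP replicate 2. Smooth muscle cells with pericytes had too few nuclei in 3 samples, which left 3 sham, 1 I/R and 2 SBP samples, so the I/R arm had no spread of its own and was assumed to vary like the others. There limma called 1 gene (Col6a3) between I/R and sham, 1 (Col6a3) between SBP and I/R and 0 between SBP and sham, where 200 genes had an unadjusted p under 0.05. These calls do not show a change, since they rest on 1 I/R sample in which Col6a3 had 0 CPM. With doublets kept the counts for the first 2 contrasts were 1 and 0, and with only the 6 samples compared they were 2 and 12, and Col6a3 was not among these genes. Without sham replicate 1 each of the 3 counts was 0, and with cell types from marker scores they were 258, 0 and 75. Col6a3 is named because the count is 1, after its values were seen.

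To ask whether SBP reversed the changes of I/R, genes called in both contrasts were counted by direction. None was called in both, so 0 genes were reversed and 0 were changed further in each of the 4 cell types. Without I/R replicate 3 limma gave 4 reversed genes in endothelial cells, and without I/R replicate 1 it gave 11 in myeloid cells. At an unadjusted p under 0.05, SBP and I/R differed in 272, 624, 457 and 418 genes. Of the genes called for I/R, the estimate for SBP against I/R had the opposite sign in 96.2% in cardiomyocytes, 77.9% in endothelial cells, 84.2% in fibroblasts and 74% in myeloid cells. Both contrasts share the I/R samples, and draws in which SBP had the means of I/R gave mean shares of 68.9%, 66.8%, 57.3% and 59.1% by resampling and 68.7%, 66.3%, 62.5% and 60.3% in simulated counts. The observed share was reached by 0, 25, 4 and 19 of 100 resampled draws. The median gene had 25.8%, 24%, 20.8% and 15.4% of its change undone, against 12.8%, 12.6%, 4.9% and 5.3% on average in the resampled draws, whose highest values of 50.2%, 39%, 36% and 30.6% were above those observed. The resampled draws held 22.8, 10, 5.93 and 10.4 reversed genes on average and the simulated counts 0.18, 0.09, 0.18 and 0.14, where 0 were observed.

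Genes named for SBP against I/R in the main text of the study were then tested as lists. Adjusted over the list alone, limma called 0 of 18 genes in cardiomyocytes, 0 of 25 in endothelial cells, 0 of 22 in fibroblasts and 7 of 24 in myeloid cells (Mef2c, Bank1, Plxna4, Fam129b, Myh7, Rasgrp3 and Cdk14, all higher in SBP). Adjusted over all genes tested the number was 0 in each type, and at an unadjusted p under 0.05 it was 6, 5, 7 and 8. Over the list alone the count was 5 in cardiomyocytes without sham replicate 2, 1 in endothelial cells without I/R replicate 3, 6 in fibroblasts without I/R replicate 1 and 3 in myeloid cells without SBP replicate 2. The study chose these genes on the same samples, so the count over the list alone is not independent evidence. Rasgrp3 and Plxna4 had the smallest p in myeloid cells (log2 fold change 1.34, SE 0.22, and 1.12, SE 0.19, limma adjusted p over the list alone 0.00058 for both, over all genes 0.263). Between I/R and sham the same lists had 8, 8, 10 and 18 genes called over the list alone and 2, 2, 9 and 15 over all genes. Without sham replicate 2 the count over the list alone was 2 in cardiomyocytes and 4 in endothelial cells.

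The glucocorticoid and clock lists, fixed beforehand, were compared between groups with fry. The clock list was lower in I/R than sham in myeloid cells (mean log2 fold change −0.85, fry adjusted p 0.000103, 8 of 13 genes lower) and did not pass in cardiomyocytes (−0.57), endothelial cells (−0.74) or fibroblasts (−0.75), each with an adjusted p of 0.101. Whether the change of the list differed between cell types was not tested. Between SBP and I/R its mean was 0.21, 0.61, 0.56 and 0.21 in cardiomyocytes, endothelial cells, fibroblasts and myeloid cells (fry adjusted p 0.45, 0.123, 0.123 and 0.0602). Over the alternatives in myeloid cells the adjusted p ranged from 0.00955, given by camera and not fry, to 0.203. The glucocorticoid list passed fry in no cell type. Between I/R and sham its mean was 0.91, 0.98, 0.89 and 0.94 (fry adjusted p 0.286, 0.45, 0.55 and 0.504), and between SBP and I/R −0.52, −0.55, −0.32 and −0.49 (0.55, 0.578, 0.734 and 0.578), with 13, 14, 13 and 15 of 15 genes lower. camera, which presets the correlation between genes, passed the clock list for I/R against sham in all 4 types and the glucocorticoid list for SBP against I/R in 3 of them. Of all these only the clock list in myeloid cells held under fry.

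From sham to I/R, Arntl, an activator of the clock, rose and Dbp, one of its outputs, fell in each of the 4 types. In fibroblasts Arntl was between 9.01 and 13.9 CPM in the 3 sham samples, between 89.1 and 213 in I/R and between 31.7 and 63.9 in SBP. Dbp in fibroblasts was between 80.5 and 172 CPM in sham, between 3.86 and 14 in I/R and between 34.5 and 61.2 in SBP. Separated after the data had been seen, the 8 clock outputs were lower in I/R than sham in cardiomyocytes, endothelial cells and fibroblasts (mean log2 fold change −1.80, −1.89 and −2.31, fry adjusted p 0.00174, 0.00994 and 0.00455) and so were the 7 tested in myeloid cells (−2.09, 0.000153). The 3 activators were higher in all 4 types (1.76, 1.82, 2.59 and 0.96, fry adjusted p 0.00315, 0.00452, 0.000953 and 0.0146). In myeloid cells the activators lost their call without sham replicate 2 (adjusted p 0.0538, range 0.00823 to 0.0856, the upper end from camera).

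Between SBP and I/R the 8 outputs were higher in SBP in cardiomyocytes, endothelial cells and fibroblasts and the 7 tested in myeloid cells were too (mean log2 fold change 0.55, 1.36, 1.38 and 0.57, fry adjusted p 0.0881, 0.0281, 0.0281 and 0.0281), with 6 of the 7 higher in myeloid cells. The activators changed by −0.52, −1, −1.10 and −0.24 (fry adjusted p 0.17, 0.0514, 0.0281 and 0.752). These calls depended on single samples. Without SBP replicate 2 the adjusted p was 0.0935 for the outputs in endothelial cells (range 2.33e-11 to 0.0935), 0.0811 in myeloid cells (1.88e-05 to 0.0811) and 0.0917 for the activators in fibroblasts (9.23e-06 to 0.0917). Without I/R replicate 2 it was 0.0851 for the outputs in fibroblasts (4.56e-12 to 0.0851). The lower end of each of these ranges was given by camera and not by fry. Arntl and Dbp were both higher in SBP than in I/R in myeloid cells (112 ± 34.5 and 136 ± 38.2 CPM for Arntl, 4.35 ± 2.26 and 10.2 ± 4.75 for Dbp, log2 fold change 0.28 and 1.06, neither called by limma).

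**Figure D2:**
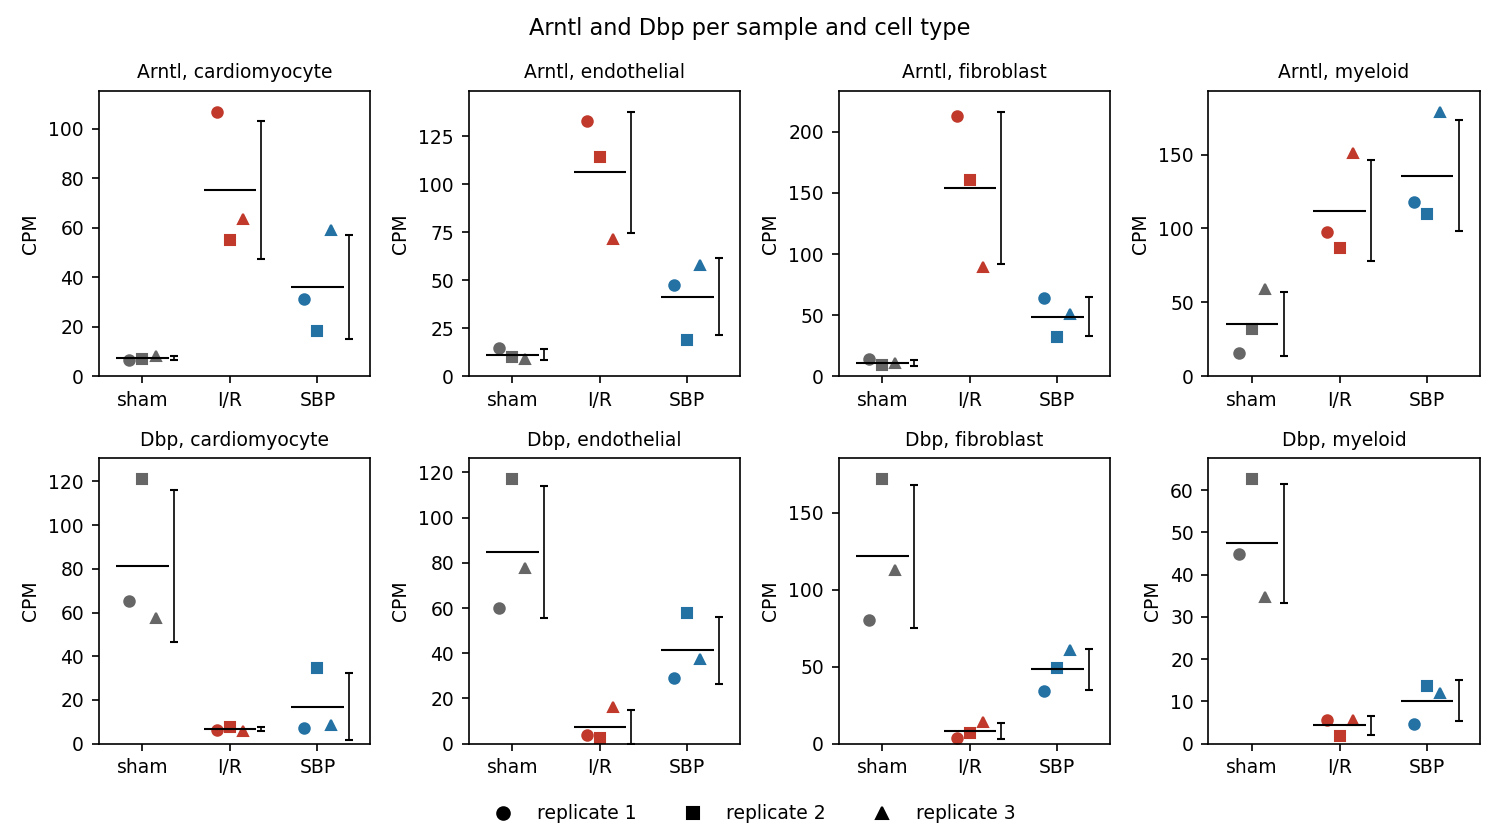
CPM (y axis) of Arntl (top) and Dbp (bottom) in 4 cell types of sham, I/R and SBP (x axis), with 1 point per mouse, a line at the group mean and a bar of 1 SD. In fibroblasts Arntl lies between 89.1 and 213 CPM in I/R and between 9.01 and 13.9 in sham, Dbp lies between 3.86 and 14 CPM in I/R and between 80.5 and 172 in sham, and all SBP samples lie between the sham and I/R samples.

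Because the study lists Myh7 as raised by SBP outside cardiomyocytes, 12 cardiomyocyte transcripts were counted in the other types. They made up 1.01% ± 0.12 of the UMIs of endothelial cells in sham, 0.472% ± 0.127 in I/R and 0.384% ± 0.0558 in SBP. In fibroblasts the values were 0.588% ± 0.0731, 0.243% ± 0.0521 and 0.221% ± 0.0417, and in myeloid cells 0.781% ± 0.075, 0.273% ± 0.0644 and 0.251% ± 0.0333. For I/R against sham the groups did not overlap in these 3 types (two-sided exact permutation p 0.1, the smallest possible). Myh7 as a share of these transcripts was 4.73% ± 0.864 in SBP against 1.41% ± 1.97 in I/R in cardiomyocytes, 6.3% ± 2.03 against 1.29% ± 1.71 in endothelial cells, 5.78% ± 1.95 against 1.06% ± 1.36 in fibroblasts and 5.78% ± 2.01 against 0.863% ± 1.01 in myeloid cells (exact permutation p 0.1 in each). On CPM, Myh7 rose by a log2 fold change of 2.95 in cardiomyocytes, 3.17 in endothelial cells, 3.32 in fibroblasts and 3.29 in myeloid cells (SE 0.81, 1.22, 1.07 and 1.03). The difference of this change between cardiomyocytes and another type was at most −0.37 (SE 0.54, limma adjusted p 1).

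**Figure D3:**
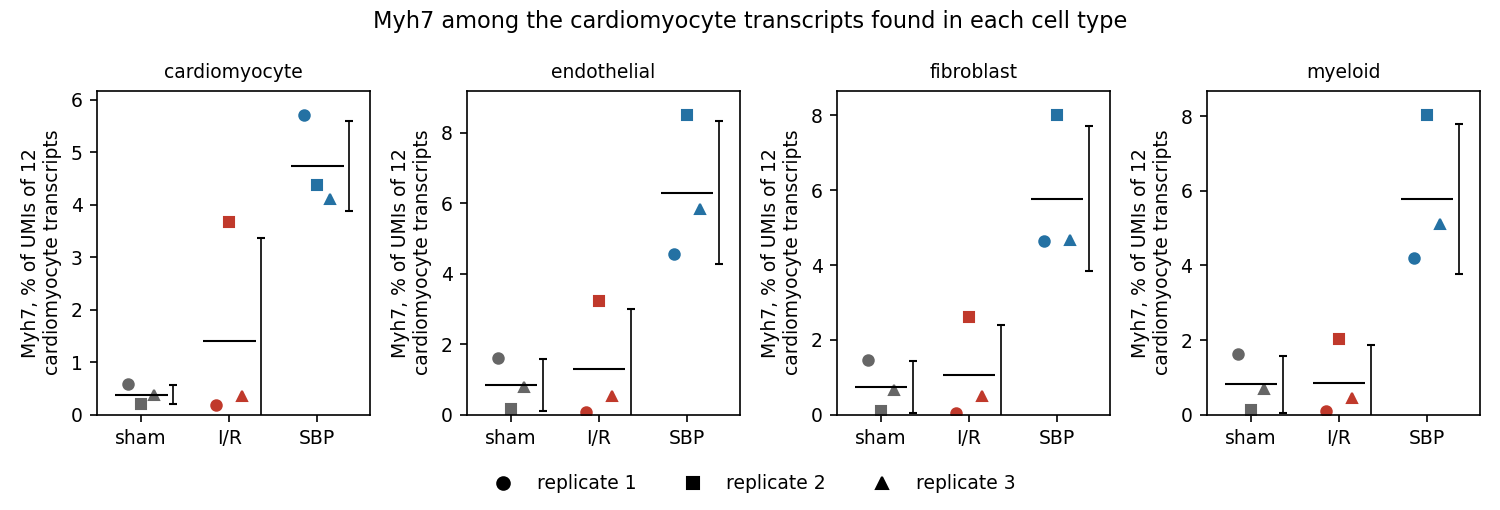
Myh7 as a percentage of the UMIs of 12 cardiomyocyte transcripts (y axis) in 4 cell types of sham, I/R and SBP (x axis), with 1 point per mouse, a line at the group mean and a bar of 1 SD that is not drawn below 0. In each of the 4 types all SBP samples lie above all I/R samples, and I/R replicate 2 lies highest among I/R samples (3.68% in cardiomyocytes).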

Values the study reported

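The study reports 75,546 cells, of which 13,463 were endothelial cells. It reports that SBP regulated 161 genes in cardiomyocytes, 229 in endothelial cells and 295 in fibroblasts, and that 75, 140 and 216 of the genes changed by I/R were reversed by SBP in these types.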

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

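The differences between cell types below were tested as interaction terms in limma, and the tests of free RNA beside them were chosen after the result was seen. The rise of Spp1 from sham to I/R differed between cell types. On the log2 scale it was smaller in cardiomyocytes than in endothelial cells (difference −1.46, SE 0.18, limma adjusted p 0.0253), and smaller than in fibroblasts (−1.53, SE 0.22, adjusted p 0.00807) and myeloid cells (−2.69, SE 0.37, adjusted p 0.00596). It was also smaller in fibroblasts than in myeloid cells (−1.16, SE 0.28, adjusted p 0.0354). The other pairs did not pass: endothelial against myeloid cells (−1.23, SE 0.36, adjusted p 0.0891) and endothelial cells against fibroblasts (−0.07, SE 0.23, adjusted p 0.912). The rise of Arg1 was smaller in endothelial than in myeloid cells (−3.84, SE 0.37, adjusted p 0.00213). Every I/R sample was higher than every sham sample in each of these types.

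Free RNA from myeloid nuclei may account for the rise outside myeloid cells. Free RNA gives each nucleus a like number of UMIs, whatever its type. In I/R the highest UMIs of Spp1 per nucleus among cardiomyocytes, endothelial cells and fibroblasts were 1.02 times the lowest, and for Arg1 and Chil3 the ratios were 1.16 and 1.12. These ratios are of means over the I/R mice and were not computed per mouse. For Spp1 the SDs between mice were 0.555, 0.545 and 0.519 UMIs per nucleus, above the means, so a single mouse may set its ratio. For Lgals3 the ratio was 1.15, and 0.897% of 4681 genes of a like level were as even. For Gpnmb, also high in myeloid cells of I/R, the ratio was 1.76 and 16% of 4801 genes of a like level were as even, so the test does not single it out. Among genes of a like level the median ratio was 3.26 for Spp1, and 0.12% of 2510 such genes were as even. At a like number of UMIs per nucleus, a type with deep nuclei has a lower CPM, and the median depth was 4435 UMIs in the cardiomyocyte cluster and 1138 in the largest endothelial cluster. The fitted differences for Spp1 between cardiomyocytes and the endothelial cells and fibroblasts are in that direction. They also depend on the pseudocount, since sham samples held 0 to 3 UMIs of these genes in each type. The levels in myeloid cells (0.942 and 0.873 UMIs per nucleus for Spp1 and Arg1 in I/R) were higher than in the other types (0.436 to 0.445 and 0.0519 to 0.0604), which free RNA alone would not give. A low level of expression in other types, a response to I/R that differs between cell types and mixed droplets remain open and were not separated.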

How the results depend on the processing

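Over 200 results and 3707 values under alternatives, 3347 kept their direction and their side of the threshold, or stayed within 1.5 times for counts. Pseudocounts, means per nucleus, removal at the expected doublet rate, logit and arcsine shares and the division of the clock list were chosen after the data had been seen. The DESeq2 test of changed genes, reversed genes and study lists was not run, and neither was the quasi-likelihood test planned beside it. The deposited unit was not a count, but UMIs recovered from it would have allowed such tests, so how the calls depend on this choice was not tested. RLE factors were computed without that tool. With 10 principal components no cluster was named Schwann, so that share has no value there. Of 54 values for named genes, 25 were called and 15 of these kept their calls without any single sample. None of the called genes reversed. Except where noted, the cause was not tested.

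Leaving out single samples gave these ranges. Called genes between I/R and sham were 18 to 784 in cardiomyocytes, 66 to 631 in endothelial cells, 805 to 1693 in fibroblasts, 1238 to 1914 in myeloid cells and 0 to 1 in smooth muscle cells with pericytes. Between SBP and I/R they were 0 to 1, 0 to 4, 0 to 0, 0 to 11 and 0 to 1. Between SBP and sham they were 0 to 286, 51 to 370, 374 to 965 and 591 to 1663 in the first 4 types. Reversed genes were 0 to 4 in endothelial and 0 to 11 in myeloid cells. Study lists over the list alone gave 2 to 11 (cardiomyocyte) and 4 to 10 (endothelial) genes between I/R and sham, and 0 to 5, 0 to 1, 0 to 6 (fibroblast) and 3 to 9 (myeloid) between SBP and I/R. The clock list for I/R against sham ranged from −0.70 to −0.43 in cardiomyocytes, −0.98 to −0.50 in endothelial cells and −0.92 to −0.57 in fibroblasts. For SBP against I/R it ranged from 0.37 to 0.85 in endothelial cells, 0.36 to 0.73 in fibroblasts and 0.17 to 0.28 in myeloid cells. The glucocorticoid list for SBP against sham ranged from −0.01 to 0.72 in endothelial cells. Fewer samples and genes tested are part of these changes.

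Genes that changed sign without some sample were, for I/R against sham, Myh7 (−0.69 to 1.09), Fkbp5 (−1.22 to 1.10) and Zbtb16 (−0.73 to 0.53) in cardiomyocytes, Npr3 (−0.16 to 0.23) and Myh7 (−2.24 to 0.08) in endothelial cells and Acta2 (−0.01 to 0.78) in fibroblasts. For SBP against I/R they were Ankrd1 (−0.12 to 0.92) in cardiomyocytes, Postn (−0.46 to 0.46) and Acta2 (−0.51 to 0.29) in fibroblasts and Spp1 (−0.89 to 0.79) in myeloid cells. Shares between I/R and sham ranged from −0.61 to −0.42 (cardiomyocyte), 0.98 to 1.47 (myeloid), −1.40 to −0.92 (Schwann), −2.75 to −1.78 (B cell), −0.15 to 0.05 (fibroblast), −1.85 to −0.51 (smooth muscle and pericyte), −0.99 to 0.02 (T cell), −0.03 to 0.22 (capillary), −0.24 to 0.29 (endocardial) and −0.11 to 0.52 (lymphatic). Between SBP and I/R they ranged from 0.57 to 1.53 (B cell), −0.07 to 0.13 (cardiomyocyte), −1.07 to 0.23 (T cell), −0.02 to 1.32 (smooth muscle and pericyte), 0.44 to 0.78 (unnamed endothelial) and −0.16 to 0.16 (artery). Between SBP and sham they ranged from −1.45 to −1.07 (B cell), −0.21 to 0.06 (endothelial), −0.92 to −0.45 (unnamed endothelial), −0.20 to 0.05 (capillary), −0.01 to 0.52 (endocardial) and −0.11 to 0.52 (lymphatic).

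With only the 6 samples compared, called genes between I/R and sham were 64 in cardiomyocytes and 238 in endothelial cells, and between SBP and sham 411 and 564. The cardiomyocyte study list gave 5 for I/R against sham. The cardiomyocyte share between I/R and sham kept its −0.50 but not its call (adjusted p 0.108, range over the alternatives 0.00711 to 0.415). The B cell share between SBP and sham passed (−1.22), as did the unnamed endothelial share between SBP and I/R (0.62). Means per nucleus gave 10, 976 and 356 genes (cardiomyocyte SBP against sham, fibroblast I/R against sham and SBP against sham). Their study lists gave 5 (cardiomyocyte, SBP against I/R) and 5 (endothelial, I/R against sham). Npr3 in endothelial cells became 0.02 in place of −0.03 for I/R against sham. A pseudocount of 5 CPM left 0 cardiomyocyte genes between SBP and sham. No filter gave 4 study list genes in cardiomyocytes between SBP and I/R. Sums thinned to the lowest sample gave 1221 and 787 myeloid genes (I/R and SBP against sham), with less depth. Signs changed for Npr3 in endothelial cells (0.02, I/R against sham). They also changed for Postn (0.02) and Acta2 (0.04) in fibroblasts, both for SBP against I/R.

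Replicate numbers were not taken to pair the samples, since the 36 correlations of samples across groups ran from −0.32 to 0.3 and 11 of them were over 0.1. In 1 comparison, of SBP with sham in fibroblasts, all 3 were over 0.1 (0.12, 0.13 and 0.12), and the replicate block gave 764 called genes there against 781. Samples of replicate 3 correlated positively in each type and pair of groups (0.03 to 0.3), so some sharing remains possible. A replicate block gave 1 called and 1 reversed gene in fibroblasts between SBP and I/R, 5 and 3 study list genes in cardiomyocytes and endothelial cells between I/R and sham, and left the shares of cardiomyocytes (−0.50), myeloid cells (1.21) and Schwann cells (−1.09) uncalled. In smooth muscle cells with pericytes the counts for I/R against sham, SBP against I/R and SBP against sham were 9, 2 and 43 with the replicate block and 258, 0 and 75 with marker scores. For the first 2 of these contrasts they were 3 and 2 without a filter, 2 and 12 with only the 6 samples compared, 7 and 2 as means per nucleus and 0 and 0 when thinned. Removal at the expected doublet rate gave 2 for I/R against sham, and keeping doublets gave 0 for SBP against I/R.

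TMM over the types moved shares to −0.15 (cardiomyocyte), 0.08 (endothelial), 0.28 (fibroblast) and −0.74 (Schwann) for I/R against sham, to −0.21 (cardiomyocyte) and −0.05 (endothelial) for SBP against I/R and to 0.03 (endothelial) for SBP against sham. With 10 principal components, which left 1 cluster of 1847 nuclei led by Tnc unnamed, the I/R shares were −0.91 (B cell), −0.50 (cardiomyocyte) and 1.24 (myeloid), none called, and the fibroblast share was −0.04 for SBP against sham. Marker scores gave 0.13 (fibroblast), −0.30 (Schwann) and −0.81 (smooth muscle and pericyte, called) for I/R against sham, and −0.70 (cardiomyocyte, called), 0.07 (endothelial) and −0.57 (smooth muscle and pericyte, called) for SBP against sham. They also moved the cardiomyocyte transcripts in myeloid cells by −0.393 percentage points in place of −0.508. Removal at the expected doublet rate left −2.80 (B cell), −0.48 (cardiomyocyte), 1.20 (myeloid) and −0.88 (Schwann) uncalled. On the arcsine scale Schwann cells lost their call (−0.02) and cardiomyocytes passed for SBP against sham (−0.09). camera called the glucocorticoid list for I/R against sham in cardiomyocytes (0.91) and endothelial cells (0.98), and for SBP against I/R in cardiomyocytes (−0.52), endothelial cells (−0.55) and myeloid cells (−0.49). It called the clock list for I/R against sham at −0.57, −0.74 and −0.75 in cardiomyocytes, endothelial cells and fibroblasts, and for SBP against I/R at 0.61, 0.56 and 0.21 in endothelial cells, fibroblasts and myeloid cells. The last passed under RLE (0.23), means per nucleus (0.25) and the expected doublet rate (0.23).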

Other observations

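The tests of Myh7 as free RNA, of time of day for glucocorticoid genes and of other splits for genes called between I/R and sham and between SBP and I/R were planned. All other tests in this part were chosen after the result was seen. The nuclei analysed here numbered 49171, over 1.5 times fewer than the study quotes. Genes called between SBP and I/R were 0 by limma in cardiomyocytes, endothelial cells and fibroblasts, with 272, 624 and 457 at an unadjusted p under 0.05, and reversed genes were 0 in each. Both are fewer than the study quotes for these types. Different tests were used, and whether that accounts for the difference was not tested. In endothelial cells the nuclei differed little, since the runs of barcodes described below held 13463 of this type and 13477 were named here. The study's total was larger at a near-equal endothelial number. Shares of all nuclei here therefore cannot be set against shares in the study.

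With 3 samples against 3 there are 10 splits of the 6 samples, too few for this test alone to exclude chance whatever the result. For called genes, 1 of 10 splits (the real one) gave as many for I/R against sham, and 1 for SBP against sham, in each of 4 types. In cardiomyocytes, endothelial cells, fibroblasts and myeloid cells the other splits gave at most 1, 4, 1 and 0 calls for I/R against sham and 0 for SBP against sham. For SBP against I/R 10 of 10 splits reached the 0 calls, which any split does, so that count says nothing, and the other splits gave up to 25, 4, 8 and 0 calls. For the study lists, 1 of 10 splits gave as many calls between I/R and sham in each type, and 10, 10, 10 and 2 did between SBP and I/R, where the first 3 again only reach 0. For the clock list it was 1 in each type for I/R against sham and 4, 1, 1 and 1 for SBP against I/R. For the glucocorticoid list it was 3, 4, 5 and 4, and 3, 3, 8 and 2.

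Opposite signs of genes called for I/R may arise because both contrasts share the I/R samples. In cardiomyocytes 0 of 100 resampled draws reached the observed 96.2%. This argues against the shared samples as the whole cause there, as far as the draws match the data. In fibroblasts 4 of 100 reached 84.2%, which does not decide the question, since 4 cell types were tested without adjustment. The draws took deviations of whole samples with replacement and random sign. They held 5.93 to 22.8 reversed genes on average where 0 were observed, so they do not match the data in every respect. In endothelial and myeloid cells 25 and 19 of 100 resampled draws did, so by resampling sharing may be enough. In simulated counts the highest shares in these types, 69.7% and 63.1%, were below the observed 77.9% and 74%. The resampled draws and the simulated counts thus disagree there, and the question stays open. The median share of the change undone cannot decide whether sharing is the whole cause. The highest resampled draw exceeded it in each type, and how many draws did so is not given here. An effect of SBP remains open and, with 0 genes called, is not shown for any single gene. Leaving out I/R replicate 1, whose cardiomyocytes lay near sham, gave 784 called genes for I/R against sham in that type.

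The rise of Myh7 in SBP outside cardiomyocytes may be free RNA of cardiomyocytes. The change differed by at most −0.37 on the log2 scale between cardiomyocytes and another type, where the explanation needs a like change. Other values do not support it alike. For I/R against sham the change of Myh7 was higher in cardiomyocytes than in endothelial cells, fibroblasts and myeloid cells by 1.61, 1.71 and 1.94 (SE 0.62, 0.54 and 0.55, unadjusted limma p 0.0249, 0.00971 and 0.00466, adjusted p 0.384, 0.129 and 0.0653). In SBP the highest UMIs of Myh7 per nucleus among these 3 types were 1.43 times the lowest, and 21.1% of 2399 genes of a like level were as even, which does not single Myh7 out. The share of Myh7 among cardiomyocyte transcripts, relative to the cardiomyocytes of the sample, was on the same side of 1 in the 3 types in each of the 9 samples. It was 1.95, 1.84 and 1.84 in SBP replicate 2, 0.881, 0.708 and 0.548 in I/R replicate 2, and 0.403, 0.327 and 0.576 in I/R replicate 1, the last from 8, 7 and 16 UMIs of Myh7. Free RNA with the make-up of the sample's cardiomyocyte nuclei would give ratios near 1. If Myh7 in these types is free RNA, it did not match those nuclei. RNA of the cytoplasm is a possible explanation that was not tested. A rise of Myh7 in the other types themselves stays open. The rise in cardiomyocytes themselves is not explained by this and did not pass adjustment.

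Clock activators were higher and clock outputs lower in I/R than sham in 4 of 4 cell types, a pattern that a difference in time of day could give. The hour of sampling is not in the labels, and an effect of ischemia on the clock would give the same, so these cannot be told apart. For SBP against I/R, the clock list without Per1 changed in 1 of 4 types by fry (myeloid, mean log2 fold change 0.26, adjusted p 0.016). In myeloid cells the unadjusted fry p was 0.00753 for the full clock list and 0.00453 without Per1. The adjusted p of the full list, 0.0602, came from another set of tests. The call therefore does not show an effect of leaving out Per1. Over the alternatives in myeloid cells the adjusted p of the list without Per1 ranged from 0.00324, given by camera and not fry, to 0.0805. The fry adjusted p of this list in cardiomyocytes, endothelial cells and fibroblasts was 0.28, 0.0599 and 0.0652. The outputs alone, higher in SBP by fry in endothelial cells, fibroblasts and myeloid cells, and the activators, lower in fibroblasts, are given in the report with the samples on which these calls depend. Whether time of day also lowers the glucocorticoid genes in SBP cannot be told apart from an effect of the drug, because the glucocorticoid list itself did not pass fry.

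Fkbp5 was low in sham replicate 2, with 13.2 CPM in cardiomyocytes against 348 and 246 in the other sham samples, 66.9 against 905 and 395 in endothelial cells, 351 against 1780 and 1210 in fibroblasts and 109 against 1830 and 996 in myeloid cells. A wrong label may be asked about for such a sample. On genes called without it, on a scale where 0 is sham and 1 is I/R, its highest place in the 4 types was 0.15, which argues against an I/R sample under a sham label. I/R replicate 1 lay at 0.33 in cardiomyocytes, but its lowest place in the other 3 types was 0.65, which argues against a sham sample under an I/R label. Groups of 3 samples were not tested for single outliers, and handling or stress of the mouse was not tested.

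Within each sample the barcodes come in alphabetical runs. Of the nuclei, 99.41% had the main cell type of their run, against 32.3% when runs were shuffled. This is consistent with columns ordered by cell types of the authors. The runs of endothelial type held 13463 nuclei, and 13477 nuclei were named endothelial here. The first of these is the value quoted from the study above. No biological explanation applies.

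Free RNA of myeloid cells may also raise other genes in I/R. Of genes called higher in cardiomyocytes, endothelial cells and fibroblasts, 42.7%, 36.4% and 18.6% had UMIs per nucleus within 1.5-fold among the 3 types, against 7.6%, 8.3% and 7.8% of all tested genes. Of 12 myeloid markers 11 were higher in I/R in each of the 3 types, with a median log2 fold change of 1.03, 1.17 and 1.34 (lowest −0.1, −0.4 and −0.3), but only 1, 2 and 2 of the 12 were called by limma. The evenness of Spp1, at 1.02, is the clearest case, although it rests on means over mice with an SD above the mean. How many other genes are affected was not tested.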
